# Gadd45g initiates embryonic stem cell differentiation and inhibits breast cell carcinogenesis

**DOI:** 10.1038/s41420-021-00667-x

**Published:** 2021-10-02

**Authors:** Xinbao Zhang, Yuting Li, Junxiang Ji, Xin Wang, Meng Zhang, Xiangfen Li, Yan Zhang, Zhenhua Zhu, Shou-Dong Ye, Xiaoxiao Wang

**Keywords:** Embryonic stem cells, Cell signalling

## Abstract

Many self-renewal-promoting factors of embryonic stem cells (ESCs) have been implicated in carcinogenesis, while little known about the genes that direct ESCs exit from pluripotency and regulate tumor development. Here, we show that the transcripts of Gadd45 family genes, including Gadd45a, Gadd45b, and Gadd45g, are gradually increased upon mouse ESC differentiation. Upregulation of Gadd45 members decreases cell proliferation and induces endodermal and trophectodermal lineages. In contrast, knockdown of Gadd45 genes can delay mouse ESC differentiation. Mechanistic studies reveal that Gadd45g activates MAPK signaling by increasing expression levels of the positive modulators of this pathway, such as Csf1r, Igf2, and Fgfr3. Therefore, inhibition of MAPK signaling with a MEK specific inhibitor is capable of eliminating the differentiation phenotype caused by Gadd45g upregulation. Meanwhile, GADD45G functions as a suppressor in human breast cancers. Enforced expression of GADD45G significantly inhibits tumor formation and breast cancer metastasis in mice through limitation of the propagation and invasion of breast cancer cells. These results not only expand our understanding of the regulatory network of ESCs, but also help people better treatment of cancers by manipulating the prodifferentiation candidates.

## Introduction

Embryonic stem cells (ESCs) isolated from the inner cell mass of preimplantation blastocysts have two important characteristics, self-renewal and pluripotency [1]. In 1981, Evans and Martin et al. established ESCs in mice for the first time [2, 3]. The undifferentiated state of mouse ESCs (mESCs) can be maintained under serum-containing medium supplemented with LIF or in serum-free medium by adding 2i, including MEK inhibitor PD0325091 (PD03) and Gsk3β inhibitor CHIR99021 (CHIR) [4–6]. 2i/LIF-mediated FGF/MEK/ERK, Wnt/β-catenin, and LIF/STAT3 signaling pathways have become important pathways to regulate naïve pluripotency. To date, self-renewal circuitry in mESCs is increasingly defined. Oct3/4, Sox2, and Nanog are the core transcription factors that safeguard the stemness of ESCs [1]. Additionally, many genes with the ability to promote self-renewal have also been identified, such as Tfcp2l1, Klf2, Klf4, and Esrrb [7–11]. Interestingly, many self-renewal genes have a robust function in promoting cancer cell carcinogenesis. For instance, Oct4, Sox2, or Nanog upregulation facilitates the expansion features of breast cancer stem cells and promotes breast cancer tumorigenesis [12–14], and KLF family members have always been recognized as oncogenes in multiple tumors [15]. However, little is known about the mechanism events that drive the differentiation processes of ESCs, and what is the specific function of them during tumor cell carcinogenesis.

Growth arrest and DNA damage-inducing protein 45 (Gadd45) family members, including Gadd45a, Gadd45b, and Gadd45g, have been implicated in many basic processes, such as DNA repair [16], genome stability [17], epigenetic regulation [18], cell cycle arrest [19], apoptosis [20], tumor development [21], and embryogenesis [22]. Gadd45 proteins are small (~18 kD), with high homology. Gadd45a was the first member identified from Chinese hamster (CHO) cells [23]. Gadd45b was identified as a novel myeloid differentiation primary response gene induced by IL-6 [24]. Gadd45g was first described as an IL-2-inducible gene [25]. Gadd45g caught our most attention because depletion of Gadd45g cannot disrupt mESC maintenance [26], whereas Gadd45g is increased after Oct4 expression was knocked down [27–29]. In addition, Gadd45g was detected to be expressed in the scattered cells of the extraembryonic ectoderm and continues to increase after gastrulation during embryonic development [30]. Aside, the transcript of Gadd45g is induced in the E9.5 mouse embryos [31], and is important to the primary sex determination [31], testis development [31], initiation of neuronal differentiation [32], and lineage selection of hematopoietic stem cells [33]. Notably, Gadd45g is required for early embryonic cells to exit pluripotency and enter differentiation in Xenopus [34]. Based on these accumulated data, we speculated that Gadd45g may be a vital determiner for ESCs to initiate the differentiation process.

To validate this hypothesis, we used gain and loss of function methods to investigate the role of Gadd45g in the self-renewal and differentiation of ESCs. Overexpression of Gadd45g decreased cell proliferation and rapidly induced specification of endoderm and trophectoderm in mESCs. Gadd45g functions mainly via activation of MAPK signaling pathway. Importantly, GADD45G suppresses growth and EMT of human breast cancer cells in vivo and vitro and acts as an antitumor character.

## Results

### Enforced Gadd45g instructs mESCs exit from the undifferentiated state

To investigate the effect of Gadd45g on mESC maintenance, first, we generated a mESC line that overexpressed FLAG-tagged Gadd45g using a PiggyBac vector (PB-Gadd45g) and empty vector (PB) was used as control (Fig. 1A). After cultured in serum-containing medium in the presence of LIF, PB-Gadd45g mESCs were arrested in G2/M stage and exhibited slower proliferation rate than PB cells (Fig. 1B). To investigate whether Gadd45g overexpression has similar effects in vivo, luciferase-tagged 46 C cells expressing Gadd45g or PB vector were injected into nude mice. The luciferase signal indicated that teratomas was reduced in mice transplanted with the cells expressing Gadd45g compared with mice with the cells expressing PB (Fig. 1C). These results indicate that Gadd45g upregulation suppresses mESC proliferation.

**Fig. 1:**
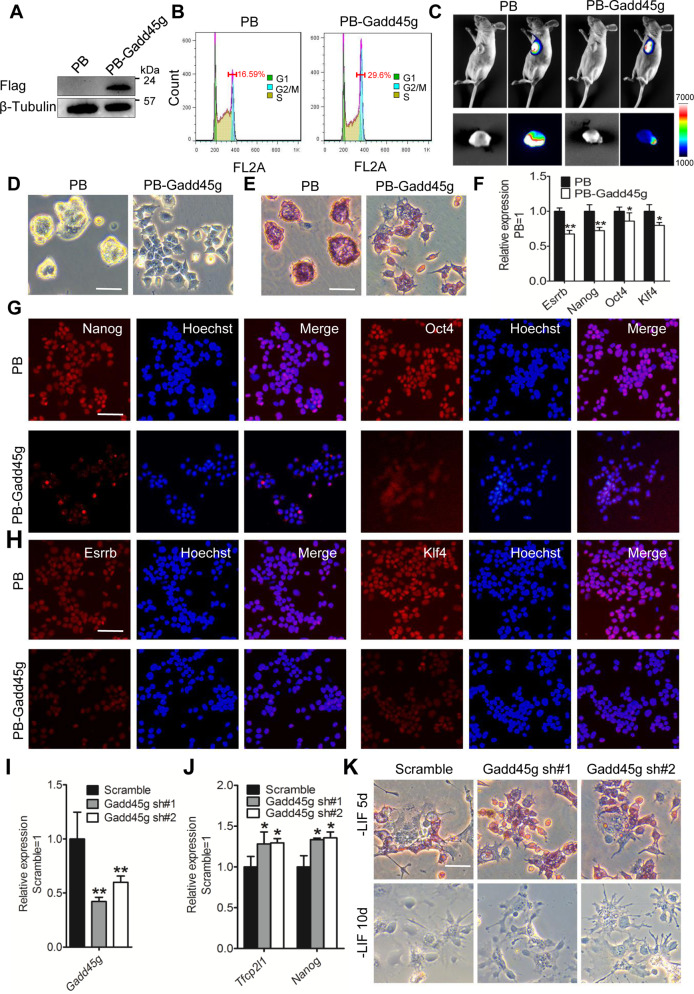
Overexpression of Gadd45g inhibits mESC self-renewal. **A** Western blot analysis of FLAG in 46 C mESCs overexpressing empty vector (PB) or FLAG-tagged mouse Gadd45g (PB-Gadd45g). β-tubulin was used as a loading control. **B** Flow cytometry was used to detect the changes of cell cycle distribution of PB and PB-Gadd45g 46 C mESCs. **C** Luciferase-tagged 46 C mESCs stably expressing PB or PB-Gadd45g were transplanted in nude mice. The tumors were imaged using Tanon-5200Multi system. **D,** **E** Morphology and Alkaline phosphatase (AP) staining of PB and PB-Gadd45g 46 C mESCs cultured in LIF/serum-containing medium for 2 passages. Bar, 100 μM. **F** Quantitative real-time PCR (qRT-PCR) analysis of the expression levels of self-renewal genes Esrrb, Nanog, Oct4, and Klf4. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs PB. **G,** **H** Immunofluorescence of the expression of pluripotency genes Oct4, Nanog, Esrrb, and Klf4 in PB and PB-Gadd45g 46 C mESCs. Bar, 100 μM. **I** qRT-PCR analysis of Gadd45g expression in 46 C mESCs infected with scramble or mouse Gadd45g shRNA lentiviruses (Gadd45g sh#1 and Gadd45g sh#2). The data are represented as the means ± s.d. (*N* = 3 biological replicates). **p < 0.01 vs scramble. **J** qRT-PCR analysis of self-renewal gene expression (Tfcp2l1 and Nanog) in scramble and Gadd45g shRNA mESCs. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05 vs scramble. **K** AP staining of scramble and Gadd45g shRNA 46 C mESCs cultured in serum-containing medium without LIF for 5 days and 10 days. d, days. Bar, 100 μM.

In addition to a slow growth rate, PB-Gadd45g cells differentiated and exhibited low alkaline phosphatase (AP) activity after two passages, while PB cells maintained an undifferentiated morphology and sustained high AP activity (Fig. 1D, E). Overexpression of Gadd45g repressed the expression levels of pluripotency genes Esrrb, Nanog, Oct4, and Klf4 (Fig. 1F–H). These data collectively suggest that elevated expression of Gadd45g inhibits the self-renewal ability of mESCs.

As Gadd45g is a robust differentiation driver, we next wanted to decrease its transcription (Gadd45g sh#1 and Gadd45g sh#2). The expression levels of Gadd45g were decreased by ~40–60% compared with the scramble group (Fig. 1I). These cells were grown normally in LIF/serum condition. Subsequently, they were seeded in serum-containing medium without LIF. After 5 days, Gadd45g shRNA mESCs expressed higher levels of self-renewal markers (Tfcp2l1 and Nanog) and generated more AP-positive colonies than scramble cells (Fig. 1J, K). However, both of them became flat and differentiated after 10 days (Fig. 1K). Therefore, downregulation of Gadd45g can delay the differentiation of mESCs.

### Overexpression of Gadd45g induces specification of endoderm and trophectoderm in mESCs

Notably, Gadd45g-overexpressing mESCs quickly became flat, this promotes us to systematically investigate the Gadd45g-induced differentiated cells. As shown in Fig. 2A, PB-Gadd45g mESCs displayed higher levels of endoderm (Foxa2, Sox17, Gata4, and Gata6) and trophectoderm (Cdx2 and Elf5) markers than PB cells (Fig. 2A). However, there was no obvious changes in ectoderm (Otx2 and Fgf5) and mesoderm (T and Mixl1) markers (Fig. 2A), indicating that elevated expression of Gadd45g efficiently directs mESCs differentiation into endoderm and trophectoderm cells. Meanwhile, epithelial-mesenchymal transition (EMT) was induced with the emergence of differentiated cells, characterized by the increased levels of EMT associated markers (Zeb1, Zeb2, Snail1, Snail2, Twist1, Mmp9, and Cdh2) and the decreased level of mesenchymal-epithelial transition (MET) marker Cdh1 (Fig. 2B).

**Fig. 2:**
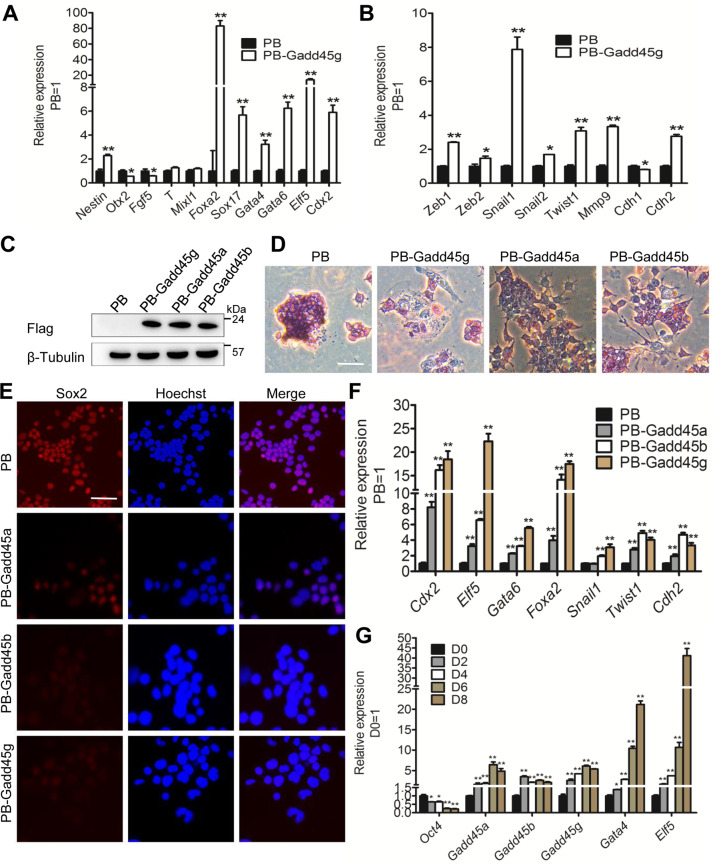
Overexpression of Gadd45 genes triggers lineage differentiation in mESCs. **A** qRT-PCR analysis of the expression of specific markers of different germ layers in PB and PB-Gadd45g 46 C mESCs. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs PB. **B** qRT-PCR analysis of the expression of epithelial-mesenchymal transition (EMT) marker genes in PB and PB-Gadd45g 46 C mESCs cultured in LIF/serum condition. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs PB. **C** Western blot analysis of FLAG in 46 C mESCs overexpressing FLAG-tagged mouse Gadd45 family genes (PB-Gadd45a, PB-Gadd45b, PB-Gadd45g) or PB. β-tubulin was used as a loading control. **D** AP staining of PB, PB-Gadd45a, PB-Gadd45b, and PB-Gadd45g 46 C mESCs cultured in LIF/serum-containing medium for 2 passages. Bar, 100 μM. **E** Immunofluorescence of pluripotency gene Sox2 in PB, PB-Gadd45a, PB-Gadd45b, and PB-Gadd45g 46 C mESCs. Bar, 100 μM. **F** qRT-PCR analysis of the expression of differentiation genes and EMT markers in PB, PB-Gadd45a, PB-Gadd45b, and PB-Gadd45g mESCs cultured in LIF/serum condition. The data are represented as the means ± s.d. (*N* = 3 biological replicates). **p < 0.01 vs PB. **G** qRT-PCR analysis of mouse Oct4, Gadd45a, Gadd45b, Gadd45g, Gata4, and Elf5 expression levels in 46 C mESCs-derived EBs collected from different days. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs D0. D0, Day 0.

Because Gadd45g shares high homology with Gadd45a and Gadd45b, we further planned to investigate whether they have similar effects on mESC maintenance and differentiation. The FLAG-tagged three Gadd45 genes were transduced into 46 C mESCs, respectively (PB-Gadd45a, PB-Gadd45b, and PB-Gadd45g) (Fig. 2C). We observed that PB mESCs maintained an undifferentiated morphology and retained high AP activity grown in LIF/serum medium, while PB-Gadd45a, PB-Gadd45b, and PB-Gadd45g cells became flat and had low AP activity (Fig. 2D). Accordingly, Gadd45 gene overexpressing mESCs displayed lower level of the pluripotency gene Sox2 (Fig. 2E), whereas expressed higher levels of endoderm (Gata6 and Foxa2), trophectoderm (Cdx2 and Elf5), and EMT (Snail, Twist1, and Cdh2) markers than PB cells (Fig. 2F). These data suggest that all Gadd45 family genes can instruct mESCs exit from the self-renewal state.

To examine the expression patterns of Gadd45 members during mESC differentiation, 46 C mESCs were cultured in suspension to form embryoid bodies (EBs) where differentiation proceeds into the three germ layers. The expression of Oct4 was gradually decreased, while the expression levels of Gadd45 family genes and differentiation genes Gata4 and Elf5 were increased at mRNA and protein levels (Figs. 2G and S1), suggesting that Gadd45 family members are closely related to the initiation of mESC differentiation.

To examine whether Gadd45 genes have cross compensatory functionality in mESCs, we designed two shRNAs (sh#1 and sh#2) for each Gadd45 gene to inactive their expression. Stable knockdown of Gadd45 transcript levels was observed (Figure S2A–C). Then, we selected Gadd45a, Gadd45b, and Gadd45g sh#1 lentiviruses, which have the best gene interference effects, to infect 46 C mESCs and established Gadd45a/b/g triple knockdown cell line (Fig. S2D). When cultured in serum-containing medium without LIF for 5 days, Gadd45a/b/g triple knockdown cells generated more AP-positive colonies and expressed higher levels of Tfcp2l1, Nanog, and Oct4 than single Gadd45 gene shRNA cells (Fig. S2E and F). However, all of them differentiated after 10 days (Fig. S2E). These data indicate that there is considerable redundancy among the functions of Gadd45 genes.

### Gadd45g activates MAPK signaling pathway

Compared with Gadd45a and Gadd45b, Gadd45g induced higher levels of differentiation-associated genes when overexpressed but expressed higher levels of self-renewal genes after knockdown (Figs. 2D–F and S2F), we next focused on Gadd45g to understand the mechanism by which Gadd45 gene overexpression suppresses mESC self-renewal. 

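RNA from 46C mESCs, a mouse ESC line, was sequenced on an MGI2000 instrument by a commercial provider. The cells carried either the empty PiggyBac transposon vector (PB) or the vector with FLAG-tagged Gadd45g (PB-Gadd45g), and both were grown in serum-containing medium with LIF. There were 2 samples of PB and 2 samples of PB-Gadd45g, and the sample labels name the control after the FLAG tag. The data section of the paper calls the dataset a microarray, whereas its results and the sample labels describe sequencing. The data used here are the authors' deposited table of DEGs between the 2 groups, which gives for each gene an NCBI gene number, a symbol, a gene type, the log2 ratio of PB-Gadd45g to PB and a Q value, that is, a p-value adjusted for multiple testing. The authors' deposited table lists 1267 genes, of which 1260 are typed as mRNA, 6 as lncRNA and 1 as a pseudogene. The largest Q value in the authors' deposited table is 0.0494, so the table holds only genes called at a Q value under 0.05. It holds no value for a single sample. The depth of each library is therefore unknown, no spread between the replicates was computed, and every fold change and Q value given for these cells is the authors'. The paper's text does not name the aligner, the genome build, the counting method or the test behind the Q values. Its statistics section names Student's t-test for quantitative data in general. The choice of test and the rule for sharing reads among similar genes could both change which genes are listed. Gadd45g, the overexpressed gene, had a log2 fold change of 7.11 with a Q value of 9.41e-264 in the authors' deposited table. This was the smallest Q value and the third largest log2 fold change of the 1267 genes. The log2 fold change includes reads from the transgene, which carries the coding region of the same gene. Of the other family members, Gadd45b was listed in the authors' deposited table with a log2 fold change of 1.09 and a Q value of 0.0115, and Gadd45a was not listed.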

First, high-throughput sequencing was performed to analyze the differently expression genes (DEGs) regulated by PB and PB-Gadd45g (GEO Number: GSE172474). Compared with PB, PB-Gadd45g induced 799 upregulated genes and 468 downregulated genes by two folds or greater (Fig. 3A). 

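In the authors' deposited table, 799 genes had a positive and 468 a negative log2 fold change, whatever its size. With a change of 2-fold or more, that is, an absolute log2 fold change of at least 1, the authors' deposited table held 471 upregulated and 172 downregulated genes. The other 624 genes, 328 upregulated and 296 downregulated, changed by less than 2-fold, and the smallest change in the authors' deposited table was 1.25-fold. Upregulated genes made up 63.1% of all genes in the authors' deposited table and 73.3% of those changed 2-fold or more. At an absolute log2 fold change of at least 2, the authors' deposited table held 241 upregulated and 38 downregulated genes. Besides Gadd45g, the largest increases in the authors' deposited table were those of Serpinb9e with a log2 fold change of 7.71, Serpinb9d with 7.50, Krt6a with 7.11 and AU015228 with 7.07, although these 4 genes share between 11.2% and 45.7% of the 50-nt stretches of their transcripts with other genes. The Q values of these genes in the authors' deposited table lay between 0.000207 and 0.002. The largest decrease in the authors' deposited table was that of Cphx1, with a log2 fold change of -8.33 and a Q value of 1.43e-05. Of the 50-nt stretches of the Cphx1 transcripts, 79.5% also occur in other genes, and how the authors assigned such reads is not stated. It was followed by 4 genes with little shared sequence (at most 12.7%), which were Psmb8 with a log2 fold change of -5.64 in the authors' deposited table, Zbp1 with -4.29, Gbp7 with -3.92 and Gbp3 with -3.89. The 2 samples per group give no replicate values in the table, so these differences were not set against the spread between replicates.

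**Figure D1:**
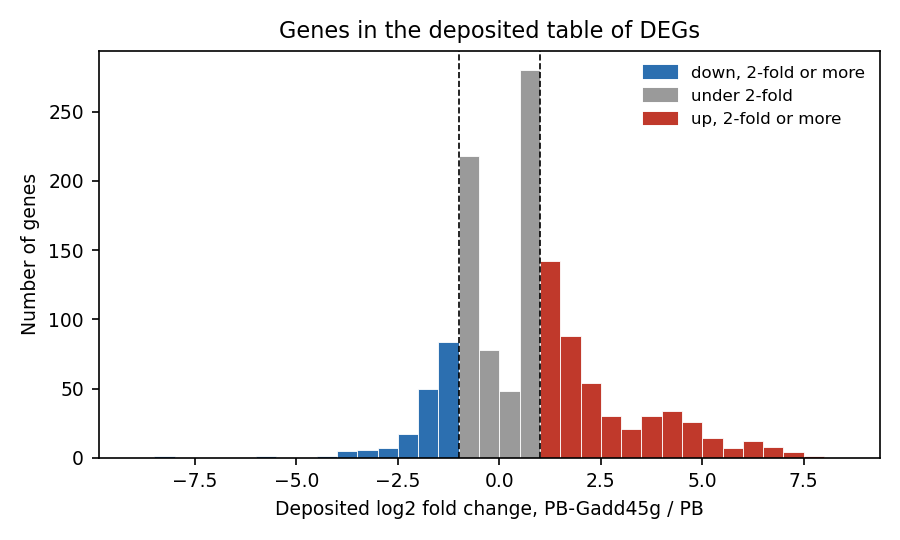
Number of genes (vertical axis) by deposited log2 fold change of PB-Gadd45g against PB (horizontal axis, bins of 0.5) for the 1267 genes of the authors' deposited table. Dashed lines mark a 2-fold change, and the 624 genes in grey lie between them.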

Second, to gain an insight into how overexpression of Gadd45g induced differentiation, we analyzed the DEGs by KEGG method and found that many candidates are enriched in PI3K/AKT and MAPK signaling pathways (Fig. 3B). 

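KEGG is a database of genes grouped by pathway. Its gene sets, and the set of all genes that were expressed in these cells, were not used here, so no enrichment was computed. The list that could enter such a test is the authors' deposited table, in which 478 of the 1267 genes (37.7%) had a Q value of at least 0.01. The 12 genes of the MAPK pathway that the paper names for these cells in Fig. 3F were all in the authors' deposited table, all with a positive log2 fold change. The paper picked them from this sequencing as upregulated DEGs, so their presence and direction were fixed by that choice. The legend of Fig. S3 also has a color for genes of the pathway that Gadd45g suppressed, which are not among the 12. The median log2 fold change of the 12 genes in the authors' deposited table was 1.13. Of these 12 genes, 7 were upregulated 2-fold or more in the authors' deposited table, and 4 had a Q value under 0.001. The paper reasons that, since MAPK signaling matters when mESCs begin to differentiate, it is worth testing whether Gadd45g overexpression activates it.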

MAPK singling is important for mESCs to initiate differentiation [35], we therefore wanted to investigate whether Gadd45g overexpression was engaged in the activation of this pathway. Western blot was carried out to examine the levels of total and phosphorylated RAF1, MEK1/2, and ERK1/2 proteins (p-RAF1, p-MEK1/2, and p-ERK1/2), all of them are the key components of MAPK signaling pathway. Overexpression of Gadd45 genes had no effects on the total protein levels of RAF1, MEK1/2, and ERK1/2, but was able to increase their phosphorylation levels (Fig. 3C, D). In contrast, knockdown of Gadd45g obviously reduced the phosphorylation of MEK1/2 and ERK1/2 (Fig. 3E). These data indicate that Gadd45g positively mediates the activation of MAPK signaling pathway.

**Fig. 3:**
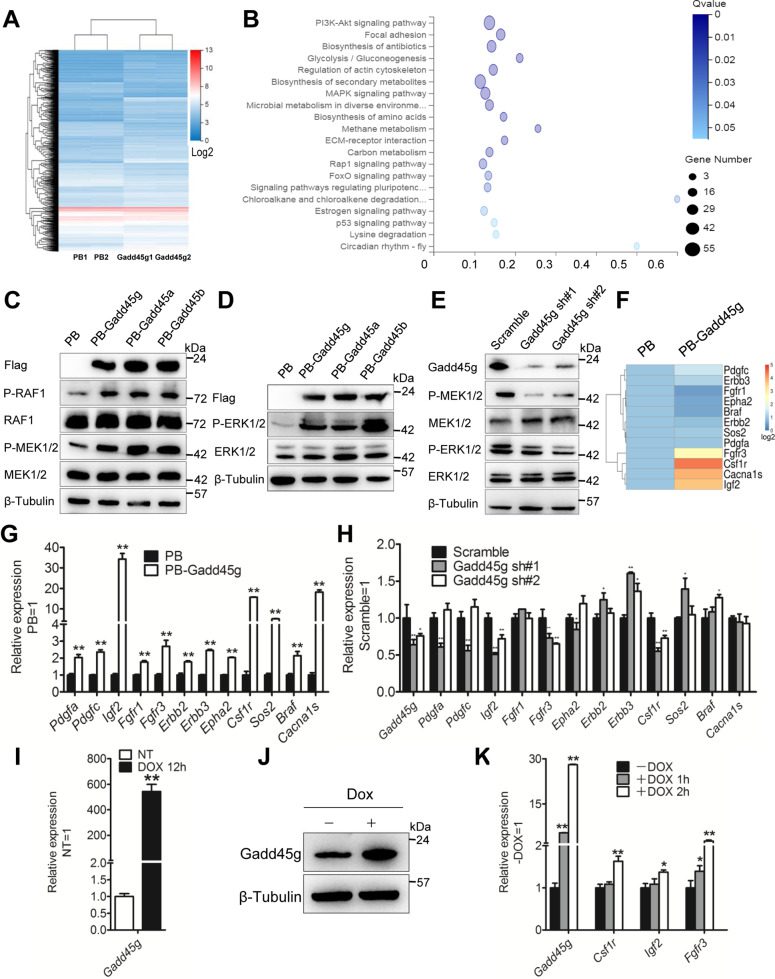
Gadd45g promotes mESC differentiation through activation of MAPK signaling pathway. **A** Heatmap showing the expression patterns of PB and PB-Gadd45g 46 C mESCs. Genes were ranked according to the level of log2-fold change. **B** The KEGG analysis of the DEGs regulated by Gadd45g. **C** Western blot analysis of FLAG, RAF1, P-RAF1, MEK1/2, and P-MEK1/2 in 46 C mESCs overexpressed Gadd45 genes or PB. β-tubulin was used as a loading control. **D** Western blot analysis of FLAG, ERK1/2, and P-ERK1/2 levels in Gadd45 genes overexpressing 46 C mESCs. β-tubulin was used as a loading control. **E** Western blot analysis of Gadd45g, MEK1/2, P-MEK1/2, ERK1/2, and P-ERK1/2 levels in scramble and Gadd45g shRNA 46 C mESCs cultured in LIF/serum medium. β-tubulin was used as a loading control. **F** Heatmap showing the DEGs upregulated by Gadd45g and associated with the MAPK signaling pathway. Genes were ranked according to the level of log2-fold change. **G** qRT-PCR analysis of the expression of candidates showed in panel **F**. The data are represented as the means ± s.d. (*N* = 3 biological replicates). **p < 0.01 vs PB. **H** qRT-PCR analysis of the expression of the indicated genes (showed in panel **F**) and Gadd45g in the scramble and Gadd45g shRNA 46 C mESCs cultured in LIF/serum medium. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs scramble. **I** qRT-PCR analysis of Gadd45g expression level in i-Gadd45g mESCs treated with or without Dox for 12 h. The data are represented as the means ± s.d. (*N* = 3 biological replicates). **p < 0.01 vs NT. NT no treatment. **J** Western blot analysis of Gadd45g levels in i-Gadd45g ESCs cultured in the presence or absence of 2 μg Dox. β-tubulin was used as a loading control. **K** qRT-PCR analysis of expression levels of Gadd45g, Csf1r, Igf2, and Fgfr3 in i-Gadd45g ESCs treated with Dox for 1 or 2 h. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs −DOX.

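The heatmap of Fig. 3F rests on the same sequencing of PB and PB-Gadd45g 46C mESCs. In the authors' deposited table, Csf1r, which encodes the receptor of colony stimulating factor 1, had the largest log2 fold change of the MAPK candidates, 4.37, but also their largest Q value, 0.0404. Only 82 of the 1267 genes in the authors' deposited table had a larger Q value. Cacna1s, a calcium channel subunit, followed in the authors' deposited table with a log2 fold change of 3.81 and a Q value of 5.23e-06. For the growth factor gene Igf2 the authors' deposited table gave 3.61 with a Q value of 0.0193, and for the receptor gene Fgfr3 it gave 2.65 with a Q value of 0.000239. Of the 50-nt stretches of the Igf2 transcripts, 61.2% also occur in another annotated gene, and how the authors assigned such reads is not stated. The next 3 candidates changed at least 2-fold in the authors' deposited table, with log2 fold changes of 1.51 for Pdgfc, 1.21 for Erbb3 and 1.05 for Sos2. The other 5 were under 2-fold in the authors' deposited table, with log2 fold changes of 0.98 for Pdgfa, 0.86 for Erbb2, 0.59 for Epha2, 0.57 for Braf and 0.48 for Fgfr1. In the GENCODE M21 annotation of GRCm38, Csf1r lies on chromosome 18 from 61100598 to 61132149, Igf2 on chromosome 7 from 142650766 to 142666816, and Fgfr3 on chromosome 5 from 33721674 to 33737068. All 3 are protein-coding genes. Replicate error could not be set against these differences, since the table holds no values of single samples.

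**Figure D2:**
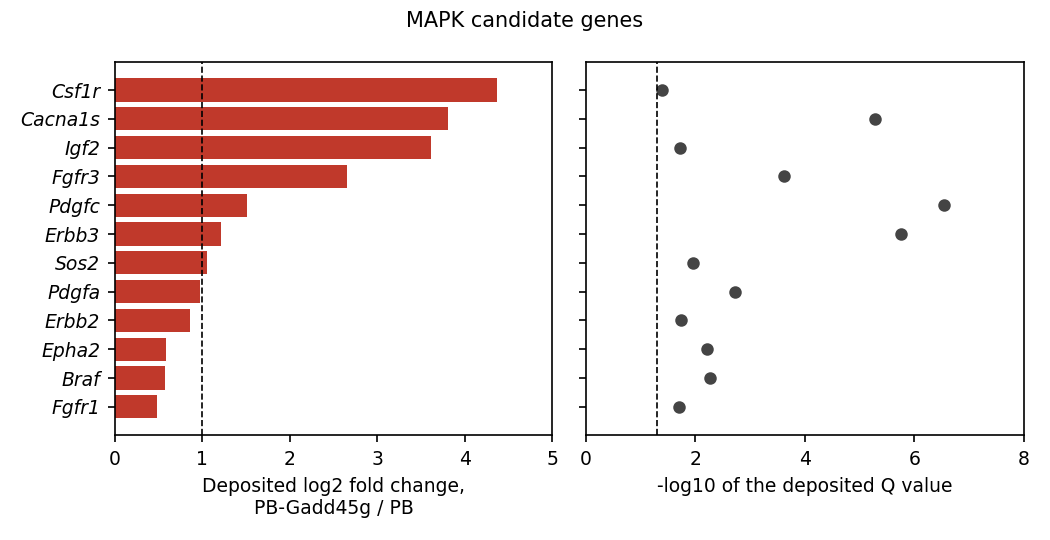
Log2 fold change of PB-Gadd45g against PB (left) and -log10 of the Q value (right) of the 12 MAPK candidate genes, both from the authors' deposited table. Dashed lines mark a 2-fold change (left) and a Q value of 0.05 (right); Csf1r has the largest fold change and sits closest to the Q value line.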

To clarify how Gadd45g stimulates MAPK pathway, we further used qRT-PCR to validate the expression of those 12 candidate genes induced by Gadd45g (Fig. S3), including Pdgfa, Pdgfc, Igf2, Fgfr1, Fgfr3, Erbb2, Erbb3, Epha2, Csf1r, Sos2, Braf, and Cacna1s (Fig. 3F and G). At the same time, we also evaluated the expression of these genes in Gadd45a- and Gadd45b-overexpressing mESCs and observed that most of them are significantly induced (Fig. S4). Next, to test whether we can observe opposite expression patterns after Gadd45g was downregulated, we detected the transcripts of these candidates in Gadd45g shRNA cells. Only the transcripts of Igf2, Csf1r, and Fgfr3 are decreased in both two Gadd45g shRNA cell lines (Fig. 3H). To determine whether their transcription is sensitive to Gadd45g upregulation, we used an inducible cassette exchange (ICE) system to generate a mESC line carrying a doxycycline (Dox) inducible Gadd45g transgene (i-Gadd45g) [36]. Dox treatment could effectively induce the expression of Gadd45g in i-Gadd45g mESCs (Fig. 3I, J). Subsequently, Dox was supplemented into medium for a short-time treatment and the transcripts of Igf2, Csf1r, and Fgfr3 were increased (Fig. 3K), suggesting that the transcripts of Igf2, Csf1r, and Fgfr3 can quickly be induced in response to Gadd45g upregulation.

### Inhibition of MAPK signaling pathway eliminates the lineage commitment induced by Gadd45g

We further wanted to examine whether blocking this pathway with PD03, a specific MEK inhibitor, can inhibit the phenotype mediated by Gadd45g. As expected, addition of PD03 could efficiently decrease the p-ERK1/2 level in i-Gadd45g mESCs treated with Dox (Fig. 4A), and sufficiently restored the proliferation suppressed by Dox (Fig. 4B). Moreover, i-Gadd45g cells, maintained in LIF/2i condition, expressed higher levels of Oct4 and Nanog and retained stronger AP activity, but displayed lower levels of endoderm and trophectoderm genes (Gata6, Sox17, and Elf5) than LIF/CHIR-treated cells in the presence of Dox (Fig. 4C–E), meaning that Gadd45g upregulation fails to induce differentiation in the presence of PD03 (Fig. 4C–E). The similar results could also be observed in 46 C mESCs (Fig. S5A and B). Notably, downregulation of Gadd45g was not sufficient to replace the function of PD03 to maintain the undifferentiated state together with CHIR (Fig. S6).

**Fig. 4:**
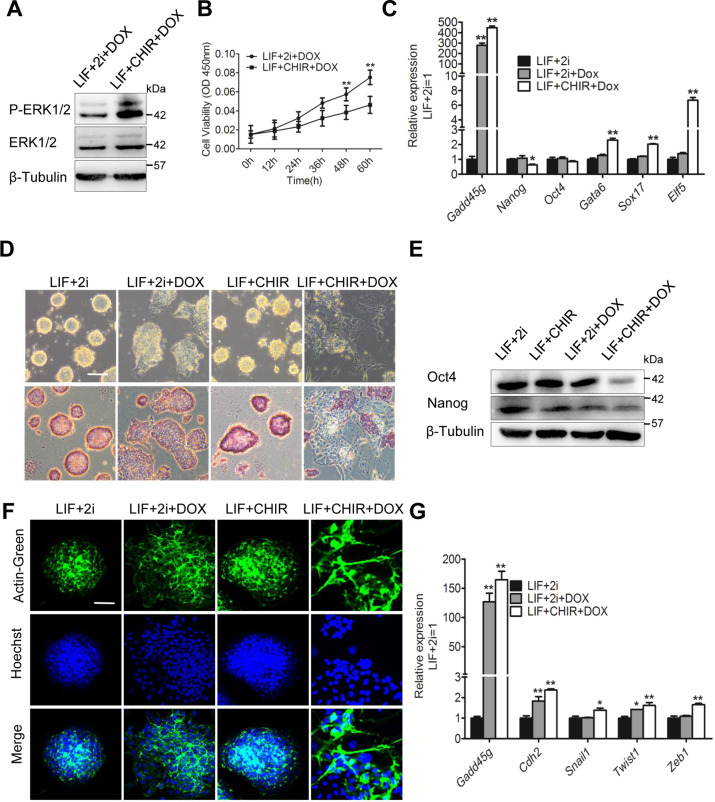
Suppression of the MAPK signaling pathway inhibits differentiation caused by Gadd45g overexpression. **A** Western blot analysis of ERK1/2 and P-ERK1/2 levels in i-Gadd45g ESCs cultured in LIF/CHIR/Dox condition in the presence or absence of PD03. β-tubulin was used as a loading control. **B** The CCK8 assay was performed to analyze the proliferation of i-Gadd45g ESCs cultured in LIF/CHIR/Dox condition in the presence or absence of PD03. The data are represented as the means ± s.d. (*N* = 3 independent biological experiments). **p < 0.01 vs LIF + CHIR + Dox. **C** qRT-PCR analysis of Gadd45g, self-renewal (Oct4 and Nanog) and differentiation (Gata6, Sox17, and Elf5) gene expression levels in i-Gadd45g ESCs cultured in the indicated conditions. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs LIF + 2i. **D** Morphology and alkaline phosphatase (AP) staining of i-Gadd45g ESCs cultured in the indicated conditions. Bar, 100 μM. **E** Western blot analysis of Oct4 and Nanog protein levels in i-Gadd45g ESCs cultured in the indicated conditions. β-tubulin was used as a loading control. **F** Actin-Tracker Green-488 fluorescent probe staining of i-Gadd45g ESCs cultured in the indicated conditions. Bar, 100 μM. **G** qRT-PCR analysis of the expression levels of Gadd45g and EMT marker genes in i-Gadd45g ESCs cultured in the indicated conditions. The data are represented as the means ± s.d. (*N* = 3 biological replicates). *p < 0.05, **p < 0.01 vs LIF + 2i.

To confirm that PD03 was capable of inhibiting the differentiation-associated EMT phenotype, we checked the changing of cell cytoskeleton with Actin-Tracker Green-488 fluorescent probe and found that the cytoskeleton became stretched and dispersed after Dox was added, whereas addition of PD03 was able to block the EMT induced by Dox (Fig. 4F). Besides, addition of PD03 significantly decreased the expression levels of EMT markers induced by Dox (Fig. 4G). Similar phenotype was observed in 46 C mESCs (Fig. S5C and D). Overall, these results indicate that reduced activity of MAPK pathway is sufficient to repress the differentiation caused by Gadd45g overexpression.

### Upregulation of GADD45G inhibits the proliferation of breast cancer cells

Human induced pluripotent stem cells (iPSCs) have distinguished features with mESCs, whereas overexpression of GADD45G also could lead to human iPSC differentiation (Fig. S7A and B). Notably, in the development of many different kinds of cancers, GADD45G is lowly expressed and is considered to be a functional tumor suppressor (Fig. 5A) [37–39], which is similar to the result we observed in mESCs (Fig. 1B and C). We selected breast cancer cells to do further investigation, as the TCGA database analysis showed that GADD45G is highly expressed in breast cancer patients (Fig. 5A), implying that GADD45G may be an oncogene. However, the survival curve showed that high level of GADD45G is benefit for the overall survival rate of patients (Fig. 5B). These contradictory results promote us to modulate the transcript of GADD45G to make sure its specific function. FLAG-tagged human GADD45G (PB-GADD45G) and PB were transduced into breast cancer cell lines MCF7 and Hs578T, respectively (Fig. 5C, D). There is no obvious difference in apoptosis between PB and PB-GADD45G breast cancer cells (Fig. S8). The growth of GADD45G-overexpressing MCF7 and Hs578T cells was slower than that of PB cells (Fig. 5E, F). To confirm the proliferation-inhibiting activity of GADD45G in vivo, Luciferase-tagged 4T1, a mouse breast cancer cell line, expressing Gadd45g were established. After transplanted under the breast pads of BALB/c and nude mice, both PB and PB-Gadd45g cells could generate tumors in mice, while the tumor volumes were reduced derived from Gadd45g cells (Fig. 5G). These data demonstrated that GADD45G overexpression decreases breast cancer cell proliferation.

**Fig. 5:**
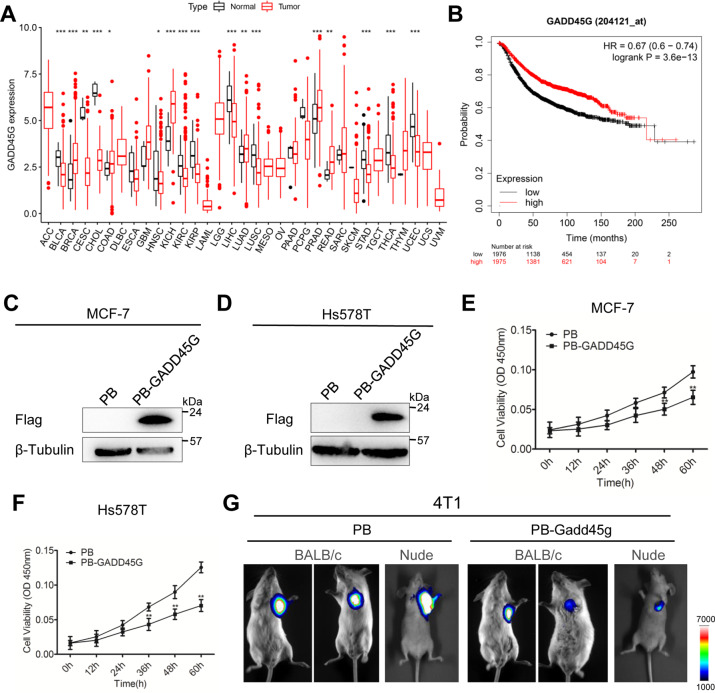
Overexpression of GADD45G limits the propagation of breast cancer cells. **A** Analysis of GADD45G expression in different kinds of normal and cancer samples from TCGA database. **B** The expression level of GADD45G is related to the overall survival time of breast cancer patients. **C**, **D** Western blot analysis of FLAG in MCF7 and Hs578T cells overexpressing FLAG-tagged human GADD45G (PB-GADD45G) or empty vector. β-tubulin was used as a loading control. **E**, **F** CCK8 assay was performed to assay the effects of GADD45G on the proliferation of MCF7 and Hs578T cells. The data are represented as the means ± s.d. (*N* = 3 independent biological experiments). **p < 0.01. **G** Luciferase-tagged mouse breast cancer cell line 4T1 stably expressing PB or PB-Gadd45g were transplanted in BALB/c and nude mice. Luciferase signals were captured by Tanon-5200Multi system.

### GADD45G suppresses breast cancer metastasis

To measure the metastasis-regulating activity of GADD45G, we examined the migration and invasion events with three approaches. First, western blot was performed to detect the levels of EMT makers. As shown in Fig. 6A, B, PB-GADD45G MCF7 and Hs578T cells expressed higher levels of MET maker E-cadherin but exhibited lower level of EMT gene N-cadherin (Fig. 6A, B). Second, transwell assessments showed that MCF7 and Hs578T cells overexpressing GADD45G exhibited decreased invasion capabilities when compared with PB cells (Fig. 6C). Similarly, scratch experiments were used to evaluate the migration of cells, and the results demonstrated that GADD45G had an inhibitory effect on breast cancer migration (Fig. 6D, E). Finally, Luciferase-tagged 4T1 cells expressing PB or PB-Gadd45g were also transplanted into BALB/c and nude mice via tail vein. Mice injected with PB cells developed more lung metastasis than mice injected with PB-Gadd45g cells (Fig. 6F). These data demonstrate that GADD45G expression suppresses the metastases of breast cancer cells.

**Fig. 6:**
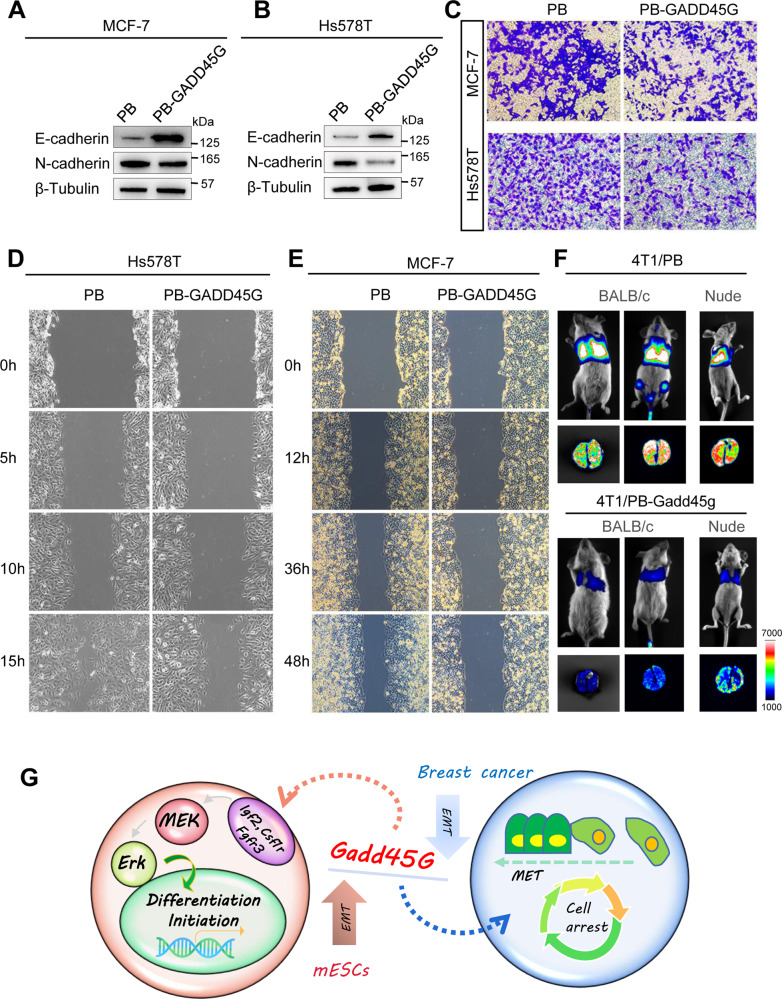
Overexpression of GADD45G decreases the migration of breast cancer cells. **A,B** Western blot analysis of E-cadherin and N-cadherin levels in MCF7 or Hs578T cells overexpressing PB or PB-GADD45G. β-tubulin was used as a loading control. **C** Transwell experiments were used to analyze the migration ability of MCF7 and Hs578T cells overexpressing PB or PB-GADD45G. **D,** **E** The scratch experiments were used to evaluate the migration abilities of MCF7 or Hs578T cells overexpressing PB or PB-GADD45G. **F** Luciferase-tagged mouse breast cancer 4T1 cells stably expressing PB or PB-Gadd45g were transplanted in mice. Metastasis was imaged using Tanon-5200Multi system. **G** Schematic diagram of the role of Gadd45g in mouse ESCs and breast cancer cells. Overexpression of Gadd45g triggers ESC differentiation via activation of MAPK signaling, and suppresses the proliferation and invasion of breast cancer cells in vivo and in vitro.

## Discussion

The self-renewal markers of ESCs often promote cancer cell proliferation and metastasis. However, the research on ESC differentiation initiation and the effects of differentiation-associated genes on cell carcinogenesis are relatively rare. Our project reveal that Gadd45g upregulation can instruct ESCs exit from undifferentiated state and enter into endoderm and trophectoderm commitment. The MAPK singling pathway is largely responsible for the effect of Gadd45g in mESCs. In addition, GADD45G plays as an antitumor gene and represses proliferation and migration of breast cancer cells in vivo and in vitro (Fig. 6G).

There are several previous reports supporting our findings that Gadd45 family genes are differentiation initiation associated candidates. In situ hybridizations of mouse embryos reveals that Gadd45g is strongly expressed in neuron precursors, Gadd45a expression is enriched in the tip of the closing neural tube and Gadd45b is expressed highly in the chorion [30]. Functional studies reveals that overexpression of Gadd45g not only induces neuronal differentiation of P19 cells [32], but is also critical to Xenopus and medaka fish embryos exit from pluripotency and enter neural development progress [34, 40, 41]. These data indicate that the role of Gadd45g in the early neuro-directed differentiation of different species is conserved. However, overexpression of Gadd45g induced endoderm and trophectoderm lineage cells in mESCs (Figs. 1D, E and 2A); that may be due to the presence of serum, which can completely block the neural differentiation of mESCs [42]. In addition, Gadd45a/b/g triple gene knockout mESCs can be established in vitro [26]. Knockdown of Gadd45g could delay differentiation (Fig. 1J, K). Additionally, the transcript level of Gadd45g was increased upon mESC differentiation (Fig. 2G and S1) [26, 27], meaning that Gadd45g is dispensable for mESC maintenance but associated with the differentiation initiation. Moreover, the transcript of Gadd45g is essential for the normal progress of EMT occur in rabbit early embryos [43]. The similar effect of Gadd45 genes on EMT transition can be observed in mESCs (Fig. 2B, F). EMT transition are closely with the ESC differentiation [44–47]. Inhibition of EMT favors the self-renewal of ESCs [47, 48]. Finally, we found that upregulation of Gadd45g activates MAPK signaling pathway (Fig. 3C, D), which is essential for the spontaneous differentiation of mESCs [35]. In contrast to mESCs, human iPSCs and ESCs rely on MAPK signaling to sustain stemness [49]. Interestingly, upregulation of GADD45G induced human iPSC differentiation (Fig. S7B), implying that there are other mechanisms downstream of GADD45G to negatively regulate the pluripotency of human pluripotent stem cells, like DNA demethylation [26].

Another point is that GADD45G significantly inhibits the migration and invasion of breast cancer cells (Fig. 6C–F). Actually, the antitumor activity of GADD45G has been investigated before. Its transcriptional downregulation was frequently found in many tumor cells, including Hodgkin’s lymphoma, nasopharyngeal carcinoma, cervical carcinoma, esophageal carcinoma, and lung carcinoma [39]. The decreased levels may be due to the hypermethylation of the proximal promoter of GADD45G [39, 50]. Ectopic expression of GADD45G not only robustly elicits cellular senescence evasion [37], but also interacts with E-cadherin to enhance its membrane level [51]. We also observed increased E-cadherin protein in response to GADD45G upregulation (Fig. 6A). Additionally, overexpression of GADD45G has ability to restrict proliferation by accumulation of cells arrested in the different stages of cell cycle through association with p21 and cyclin B [52–56]. Due to high homology of GADD45 genes, GADD45A and GADD45G exert similar effects on the development of cancers [54, 57, 58]. In this study, we demonstrated that Gadd45g could activate MAPK pathway (Fig. 3B–E). High ERK protein expression levels have been shown to correlate with shorter survival in Triple-Negative Breast Cancer Patients [59, 60], implying that there are other mechanisms excepted MAPK signaling responsible for effect of GADD45G on the development of breast cancer. However, whether GADD45 family genes share a common set of mechanisms to inhibit the migration and invasion of different cancer cells, more experiments are required to be performed.

In summary, our study demonstrates that Gadd45 genes are pivotal factors involved in the lineage commitment of ESCs. We further demonstrated that MAPK pathway is a major signaling responding to Gadd45g upregulation to direct mESCs exit from self-renewal and enter into the endoderm and trophectoderm cell fates. Meanwhile, GADD45G plays a critical role in inhibiting breast cancer cell migration and invasion. Our research not only demonstrated Gadd45g as a pivotal differentiation inducer of ESCs, but also will help people explore more drugs to better control cell differentiation and cancer treatment.

## Materials and methods

### Cell culture

46 C mESCs, kindly provide by professor Qi-Long Ying (University of Southern California), were seeded on 0.1% gelatin-coated cell culture plates at 37 °C in an incubator supplemented with 5% carbon dioxide. The composition of the mESC basic medium is DMEM (2122149, Biological Industries, Israel) supplemented with 10% FBS (FND500, ExCell Bio, Australia), 1× MEM nonessential amino acids (N1250, Solarbio, China), 0.1 mM β-mercaptoethanol (M3148, Sigma), and 1000 U/ml LIF (LIF1010, Millipore, USA). i-Gadd45g mESCs were maintained in basic medium supplemented with PD0325901 (1 μM, HY-10254, MedChemExpress) and CHIR99021 (3 μM, HY-10182, MedChemExpress). Human transgenes-free induced pluripotent stem cells were kindly provided by NuwaCell.Ltd, China (ZSSY-001) and were cultured in ncTarget medium (RP01020, NuwaCell.Ltd, China). MCF7 and Hs578T cells were purchased from the National Collection of Authenticated Cell Cultures (Chinese Academy of Sciences) and were cultured in DMEM medium supplemented with 10% FBS.

### Plasmid construction

The coding regions of mouse and human Gadd45g were amplified by PCR and were inserted into PggyBac transposon vectors. 

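Mouse Gadd45g is a protein-coding gene on the forward strand of chromosome 13, from 51846678 to 51848468 in the GENCODE M21 annotation of GRCm38. Its annotated coding transcript has 4 exons and 1071 nt, of which positions 103 to 582 encode a protein of 159 amino acids. The forward primer ATGACTCTGGAAGAAGTCCGTGG and the reverse primer TCACTCGGGAAGGGTGATGC of Table S1 match this transcript exactly and enclose the whole coding region of 480 nt, from the start to the stop codon. The UTRs are therefore not in the insert. The mouse Gadd45a and Gadd45b primers enclose coding regions of 498 and 483 nt in the same way. The qRT-PCR primers for Gadd45g in Table S3 enclose 199 nt.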

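Each shRNA sequence of Table S2 has 21 nt, and each matched the transcripts of only its own gene in the GENCODE M21 annotation of GRCm38. All 6 target sites lie in coding sequence. Gadd45a sh#1 (GGATCCTGCCTTAAGTCAACT) matches exon 4 on chromosome 6 from 67035729 to 67035749, and Gadd45a sh#2 (GGAAAGTCGCTACATGGATCA) matches the same exon from 67035693 to 67035713. Gadd45b sh#1 (TGAAGAGAGCAGAGGCAATAA) matches exon 4 on chromosome 10 from 80931589 to 80931609, and Gadd45b sh#2 (GGCGGCCAAACTGATGAATGT) matches exon 2 from 80930529 to 80930549. The 2 Gadd45g sites span the junction of exons 3 and 4 on chromosome 13. Gadd45g sh#1 (ATCCTCATTTCGAATCCTAAT) covers 51847758 to 51847769 and 51847869 to 51847877, and Gadd45g sh#2 (CATCCTCATTTCGAATCCTAA) covers 51847757 to 51847769 and 51847869 to 51847876. These 2 sites are offset by 1 nt and share 20 nt, whereas the paired sites of Gadd45a and of Gadd45b share 0 nt and are 36 and 300 nt apart in the transcript.

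**Figure D3:**
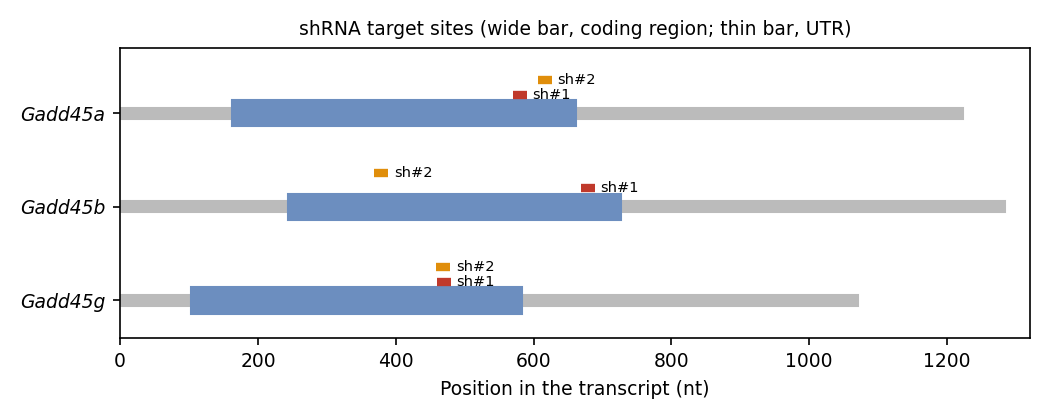
Target sites of the 6 shRNAs (short coloured lines) along the annotated transcripts of Gadd45a, Gadd45b and Gadd45g, with the position in nt on the horizontal axis. Wide bars are coding regions and thin bars UTRs; the 2 Gadd45g sites lie almost on top of each other.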

For RNA interference (RNAi) in mESCs, small hairpin RNA (shRNA) constructs were designed to target gene-specific regions of Gadd45a, Gadd45b, and Gadd45g and then were cloned into pLKO.1-TRC (#10878, Addgene). The primer sequences used have been listed in Tables S1 and S2.

### Alkaline phosphatase (AP) activity assay

The cells were fixed in 4% paraformaldehyde at room temperature for 2 min, after washed twice with PBS, cells were incubated in AP staining reagent (C3206, Beyotime Biotechnology, China) at room temperature for 30 min in the dark. After washing twice with PBS, we observed and took pictures under the Leica DMI8 microscope.

### Western blot

Cells were lysed in ice-cold RIPA cell buffer (P0013B, Beyotime Biotechnology, China) supplemented with protease inhibitors cocktail. The protein samples were then separated on a 10%- or 15%-PAGE gel and electrotransferred to a PVDF membrane. After blocking, the membrane was incubated with specific primary antibodies overnight at 4 °C and followed by a HRP-conjugated secondary antibody at room temperature. Images were captured under the Chemiluminescence Gel Imaging System Tanon-5200Multi (Shanghai Tianneng, China). The primary antibodies are FLAG (SG110-26, GNI, Japan, 1:1000), Nanog (14295-1-AP, Proteintech, USA, 1:1000), Gadd45g (SC-33173, Santa Cruz, USA, 1:500), Gadd45a (UPA06635, Gene Universal, China, 1:500), Gadd45b (UPA01987, Gene Universal, China, 1:500), MEK1/2 (380797, ZENBIO, China, 1:1000), Phospho-MEK1/2 (Ser217/221) (310050, ZENBIO, China, 1:1000), ERK1/2 (201245-4A4, ZENBIO, China, 1:500), Phospho-ERK1 (Thr202/Tyr204)/ERK2 (Thr185/Tyr187) (301245, ZENBIO, China, 1:500), Raf1 (251817, ZENBIO, China, 1:1000), Phospho- Raf1 (Ser338) (D155090, BBI, China, 1:1000), β-tubulin (200608, ZENBIO, China, 1:2000), E-cadherin (201283, ZENBIO, China, 1:1000), and N-cadherin (383341, ZENBIO, China, 1:1000).

### Quantitative real-time PCR (qRT-PCR)

According to the manufacturer’s protocol, the TRIzol Up Plus RNA Kit (R0027, Beyotime, China) was used to isolate total RNA from cells. cDNA was synthesized from 1 µg of total RNA with the Hifair III 1st Strand cDNA Synthesis SuperMix for qPCR (11141ES60, YEASEN, China). mRNA expression levels were determined using the Hieff qPCR SYBR Green Master Mix (11201ES08, YEASEN, China) in a PikoReal Real-Time PCR machine (Thermo Scientific, USA). The relative expression level was determined by the 2-ΔCq method and normalized to mouse RPL19 expression. 

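Of the 40 mouse primer pairs listed in Table S3, 39 match annotated GENCODE M21 transcripts of their gene exactly in the right order and orientation. The forward primer for Nanog, as printed, has no exact match to an annotated Nanog transcript, and the 3 matching transcripts hold 3 more bases inside the primer's sequence. The pair for Rpl19, the gene used for normalization, also has an exact product in 3 annotated Rpl19 pseudogenes, and the pair for Igf2 has one in Gm49394, a gene that overlaps it in sequence.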

The primers used are listed in Table S3.

### Immunofluorescence staining

The cells were fixed in 4% paraformaldehyde for 30 min and then were washed twice with PBS. After incubated for 2–3 h in blocking buffer containing 5% BSA and 0.2% Triton X-100, the cells were probed with the primary antibodies overnight at 4 °C. After washed three times with PBS, cells were incubated in blocking buffer containing a specific fluorescent secondary antibody and Hoechst 33342 (H3570, Invitrogen, 1:10,000) at 37 °C for 1 h. The cells were photographed under a Leica DMI8 microscope. The primary antibodies are Oct4 (SC-5279, Santa Cruz, USA, 1:500), Nanog (14295-1-AP, Proteintech, 1:500), Klf4(381633, ZENBIO, China, 1:500), and Sox2 (66411-1-Ig, Proteintech, 1:500).

### Cell transfection and infection

For gene overexpression, cells were transfected with 2 μg PiggyBac along with 2 μg transposase vector using Hieff Trans^TM^ Liposomal Transfection Reagent (40802ES03, YEASEN, China) according to the manufacturer’s instruction. For knockdown experiments, pLKO.1-TRC-based lentiviral vectors and packaging plasmids pMD2.G and psPAX2 were co-transfected into 293FT cells. The virus supernatant was collected after 48 h of transfection and was filtered with a 0.45 μm filter membrane. Then the viral supernatant was added into the culture medium to infect cells. After 48 h, cells were selected by adding Puromycin, Blasticidin, or Hygromycin.

### Embryoid bodies (EB) differentiation

In order to verify the relationship between Gadd45 genes and mESC differentiation, 5 × 10^6^ mESCs were cultured in 20% FBS in 10 cm petri dish to form embryoid bodies (EBs), which were collected and lysed in TRIzol or RIPA every two days.

### Transwell assay

The cells were digested by trypsin into single cells and then were counted by Countess 3 (Invitrogen). Six thousands cells were resuspended in DMEM without FBS and then were put into the transwell upper chamber. Next, the normal serum-containing medium was put into the 24-well plate below the chamber. After incubation for 24–48 h, the nonmigrated cells were erased by a cotton swab. The migrated cells were fixed with methanol and were stained with 0.1% crystal violet. The images were taken with a Leica DMI8 microscope.

### Flow cytometry

The cells were collected, centrifuged, and washed with precooled PBS for three times. Subsequently, 70% precooled ethanol was used to fix the cells for 12–24 h. After the ethanol was discarded, cells were stained with the reagents of the cell cycle and apoptosis detection kit (C1052, Beyotime Biotechnology, China) and were incubated at 37 °C for 30 min in the dark. All samples were put on ice and were analyzed by flow cytometry instrument (BD bioscience) to detect the cell cycle changes.

### CCK8 assay

Two thousands to five thousands cells were seeded in a 96-well plate at 37 °C. Cell Counting Kit-8 (CCK8) reagent was added every 12 h and cells were incubated for 1 h in the dark at 37 °C. The absorbance was measured at 450 nm in a microplate reader (Molecular Devices).

### Animal models

Four- to five-week-old BALB/c or BALB/c-nude female mice were used in our experiments. For in vivo imaging technology, 2–5 × 10^6^ cells carrying Luciferase (LUC) coding sequences were injected into mice. After 10–15 days, D-Luciferin potassium salt (150 mg/kg) (40902ES02, YEASEN, China) was injected into the abdominal cavity of anesthetized mice, the latter were placed in the Chemiluminescence Gel Imaging System Tanon-5200Multi (Shanghai Tanon, China) to observe live imaging.

### Accession number

Our Microarray dataset has been deposited in the GEO database under ID number GSE172474.

### Statistical analysis

Mice with poor physical condition were excluded before grouping. Quantitative data are representative of at least three biological replicates or three independent experiments. All data are reported as the mean ± s.d., Student’s *t*-test is used to determine the significance of the comparison difference by using GraphPad Prism 8 software. Values with *p* < 0.05 are considered statistically significant. No animal randomization was used. No blinding was used. No statistical method was used to predetermine the sample size.

## Supplementary information

The expression levels of Gadd45 genes in EB cells

Knockdown of Gadd45 family genes delay mESC differentiation

The MAPK signal pathway diagram

Gadd45a and Gadd45b induce the expression of MAPK signaling pathway associated genes

Effects of PD03 on 46C mESCs overexpressing Gadd45g

CHIR fails to maintain stemness in Gadd45g shRNA mESCs

. GADD45G overexpression promotes human iPSC differentiation

The apoptosis of PB and PB-GADD45G breast cancer cells

List of primers for amplifying Gadd45 members

List of sequences used for gene knockdown

List of primers used for qRT-PCR analysis

Supplementary figure legends

## Data Availability

All the data generated or analyzed during this this study are included in this published article.

# Supplementary material for: Gadd45g initiates embryonic stem cell differentiation and inhibits breast cell carcinogenesis
**Source:** Cell Death Discov. 2021 Oct 2;7:271. doi: 10.1038/s41420-021-00667-x
**Supplement:** Supplementary file 9 — List of primers for amplifying Gadd45 members

Table S1. List of primers for amplifying Gadd45 members

| Symbol | Forward sequence（5'-3'） | Reverse sequence（5'-3'） |
| --- | --- | --- |
| Mus musculus (house mouse) | | |
| Gadd45a | ATGACTTTGGAGGAATTCTCGG | TCACCGTTCCGGGAGATTAAT |
| Gadd45b | ATGACCCTGGAAGAGCTGGT | TCAGCGTTCCTCTAGAGAGATATAG |
| Gadd45g | ATGACTCTGGAAGAAGTCCGTGG | TCACTCGGGAAGGGTGATGC |
| Homo sapiens (human) | | |
| GADD45G | ATGACTCTGGAAGAAGTCCGCG | TCACTCGGGGAGGGTGATGC |

# Supplementary material for: Gadd45g initiates embryonic stem cell differentiation and inhibits breast cell carcinogenesis
**Source:** Cell Death Discov. 2021 Oct 2;7:271. doi: 10.1038/s41420-021-00667-x
**Supplement:** Supplementary file 10 — List of sequences used for gene knockdown

Table S2. List of sequences used for gene knockdown

| Symbol | ShRNA sequence（5'-3'） |
| --- | --- |
| Mouse Gadd45a sh#1 | GGATCCTGCCTTAAGTCAACT |
| Mouse Gadd45a sh#2 | GGAAAGTCGCTACATGGATCA |
| Mouse Gadd45b sh#1 | TGAAGAGAGCAGAGGCAATAA |
| Mouse Gadd45b sh#2 | GGCGGCCAAACTGATGAATGT |
| Mouse Gadd45g sh#1 | ATCCTCATTTCGAATCCTAAT |
| Mouse Gadd45g sh#2 | CATCCTCATTTCGAATCCTAA |

# Supplementary material for: Gadd45g initiates embryonic stem cell differentiation and inhibits breast cell carcinogenesis
**Source:** Cell Death Discov. 2021 Oct 2;7:271. doi: 10.1038/s41420-021-00667-x
**Supplement:** Supplementary file 11 — List of primers used for qRT-PCR analysis

Table S3. List of primers used for qRT-PCR analysis

| **Symbol** | | **Forward sequence（5'-3'）** | **Reverse order（5'-3'）** |
| --- | --- | --- | --- |
| Mus musculus (house mouse) | | | |
| RPL19 | GACGGAAGGGCAGGCATATG | | TGTGGATGTGCTCCATGAGG |
| Oct4 | AGAGGGAACCTCCTCTGAGC | | TTCATGTCCTGGGACTCCTC |
| Nanog | GTCTGATTCAGGGCTCAGCA | | AAGGCTTCCAGATGCGTTCA |
| Esrrb | TACCTGAACCTGCCGATTTC | | ATCTGGTCCCCAAGTGTCAG |
| Tfcp2l1 | AGGTGCTGACCTCCTGAAGA | | CAGGCTGTTATCCCCACTGT |
| Klf4 | CCAAAGAGGGGAAGAAGGTC | | CTGTGTGAGTTCGCAGGTGT |
| Gadd45a | TGAGCTGCTGCTACTGGAGA | | TGTGATGAATGTGGGTTCGT |
| Gadd45b | ACCCTGATCCAGTCGTTCTG | | TGACAGTTCGTGACCAGGAG |
| Gadd45g | GTTGATTCAGGCGTTCTGCT | | GCTCTCCTCGCAGAACAAAC |
| Gata4 | TCTCACTATGGGCACAGCAG | | GGGACAGCTTCAGAGCAGAC |
| Gata6 | TCCTCCCCTGCCGAAGTC | | AGGGCCAGAGCACACCAA |
| Foxa2 | CCTCAAGGGAGCAGTCTCAC | | TTTCTCCTGGTCCGGTACAC |
| Sox17 | TAAAGGTGAAAGGCGAGGTG | | CTTAGCTCTGCGTTGTGCAG |
| Nestin | CTCGAGCAGGAAGTGGTAGG | | TTGGGACCAGGGACTGTTAG |
| Otx2 | TCTGACCCCTTGTCCACTTC | | GAAGTTGAGCCAGCATAGCC |
| Fgf5 | GAAAAGACAGGCCGAGAGTG | | TGAACCTGGGTAGGAAGTGG |
| T | CCCTGCACATTACACACCAC | | CCCCTTCATACATCGGAGAA |
| Mixl1 | TTGAATTGAACCCTGTTGTCCC | | GAAACCCGTTCTCCCATCCACC |
| Cdx2 | AAGACAAATACCGGGTGGTG | | CCAGCTCACTTTTCCTCCTG |
| Elf5 | GGACCGATCTGTTCAGCAAT | | GCTGCCTCAATGAACTCCTC |
| Zeb1 | CCACTGTGGAGGACCAGAAT | | GATAGGGCTTTTCCCCAGAG |
| Zeb2 | CCGAGAAAGGACTGACAAGC | | CCCACAGCAATGGAGATTTT |
| Snail1 | TGAGAAGCCATTCTCCTGCT | | CTTCACATCCGAGTGGGTTT |
| Snail2 | TCTGCAGACCCACTCTGATG | | AGCAGCCAGACTCCTCATGT |
| Twist1 | TGAGCAAGATTCAGACCCTCA | | CATCTTGGAGTCCAGCTCGT |
| Mmp9 | TACAGGGCCCCTTCCTTACT | | TGCCTGTGTACACCCACATT |

Table S3. List of primers used for qRT-PCR analysis (Continued)

| **Symbol** | **Forward sequence（5'-3'）** | **Reverse order（5'-3'）** |
| --- | --- | --- |
| Cdh1 | AGTTTACCCAGCCGGTCTTT | TGTTGTGCTCAAGCCTTCAC |
| Cdh2 | GGGACAGGAACACTGCAAAT | CGGTTGATGGTCCAGTTTCT |
| Pdgfa | CAAGACCAGGACGGTCATTT | CCTCACCTGGACCTCTTTCA |
| Pdgfc | GTGCCAGGAAAGCAGACTTC | CACAGCATTGTTGAGCAGGT |
| Igf2 | TCCGAGAGGGACGTGTCTAC | CGTTTGGCCTCTCTGAACTC |
| Fgfr1 | CACCAAGAAGAGCGACTTCC | AACCAGGAGAACCCCAGAGT |
| Fgfr3 | GGATTTAGACCGCATCCTCA | GGGTGAACACCGAGTCATCT |
| Erbb2 | CCCATCAGAGTGATGTGTGG | GGGATCCCATCGTAAGGTTT |
| Erbb3 | CGCCAGATGACAAGCAGTTA | AGGTCATCAACTCCCAAACG |
| Epha2 | GCATTGTCATGTGGGAAGTG | ATCAAAGTCAGCCAGCGTCT |
| Csf1r | TTGGACTGGCTAGGGACATC | GGTTCAGACCAAGCGAGAAG |
| Sos2 | CAGTCCTCTTGCCACACTCA | GTGGAATAGCAGGAGGGTCA |
| Braf | GAATGTGACAGCACCCACAC | AAGTAATCCATGCCCTGTGC |
| Cacna1s | CGACCCAAAAAGGACACAGT TTCCTCCTCTGCTGTCAGGT | |

# Supplementary material for: Gadd45g initiates embryonic stem cell differentiation and inhibits breast cell carcinogenesis
**Source:** Cell Death Discov. 2021 Oct 2;7:271. doi: 10.1038/s41420-021-00667-x
**Supplement:** Supplementary file 12 — Supplementary figure legends

**Supplementary Figure legends**

**Figure S1. The expression levels of Gadd45 genes in EB cells**

Western blot analysis of Oct4, Gadd45a, Gadd45b and Gadd45g levels in 46C mESCs or EBs collected from different days. β-Tubulin was used as a loading control.

**Figure S2. Knockdown of Gadd45 family genes delay mESC differentiation**

(A-C) qRT-PCR analysis of Gadd45a, Gadd45b or Gadd45g expression levels in 46C mESCs infected with scramble, Gadd45a, Gadd45b or Gadd45g shRNA lentiviruses (Gadd45 sh#1 and Gadd45 sh#2). The data are represented as the means±s.d. (N=3 biological replicates). **p<0.01 vs scramble.

(D) qRT-PCR analysis of Gadd45a, Gadd45b and Gadd45g expression levels in 46C mESCs infected with scramble or Gadd45a/b/g shRNA lentiviruses (Gadd45 sh#1). The data are represented as the means±s.d. (N=3 biological replicates). **p<0.01 vs scramble.

(E) AP staining of scramble, Gadd45a, Gadd45b or/and Gadd45g shRNA mESCs cultured in serum-containing medium without LIF for 5 days and 10 days. d, days. Bar, 100 μM.

(F) qRT-PCR analysis of the expression of self-renewal genes (Tfcp2l1, Nanog and Oct4) in scramble, Gadd45a, Gadd45b, Gadd45g and Gadd45a/b/g shRNA mESCs cultured in serum-containing medium without LIF for 5 days. The data are represented as the means±s.d. (N=3 biological replicates). *p<0.05, **p<0.01 vs scramble.

**Figure S3. The MAPK signal pathway diagram**

Diagram of all genes involved in the MAPK signaling. Red, Gadd45g-upregulated genes ; Green, Gadd45g-suppressed genes.

**Figure S4. Gadd45a and Gadd45b induce the expression of MAPK signaling pathway associated genes**

qRT-PCR analysis of the indicated gene expression in PB, PB-Gadd45a or PB-Gadd45b 46C mESCs cultured in LIF/serum conditions. The data are represented as the means ± s.d. (N=3 biological replicates). *p<0.05, **p<0.01 vs PB.

**Figure S5. Effects of PD03 on 46C mESCs overexpressing Gadd45g**

(A) Western blot analysis of ERK1/2 and P-ERK1/2 levels in 46C mESCs overexpressing Gadd45g and treated with or without PD03. β-tubulin was used as a loading control.

(B) qRT-PCR analysis of Snail1, Elf5, Gata6 and Foxa2 gene expression levels in 46C mESCs overexpressing Gadd45g and treated with or without PD03 or CHIR. The data are represented as the means ± s.d. (N=3 biological replicates). *p<0.05, **p<0.01 vs PB.

(C) Actin-Tracker Green-488 fluorescent probe staining of 46C mESCs overexpressing Gadd45g and treated with or without PD03.

(D) qRT-PCR analysis of Cdh1 and Cdh2 gene expression levels in 46C mESCs overexpressing PB or PB-Gadd45g in the presence or absence of PD03. The data are represented as the means ± s.d. (N=3 biological replicates). **p<0.01 vs PB.

**Figure S6. CHIR fails to maintain stemness in Gadd45g shRNA mESCs**

AP staining of 46C mESCs infected with scramble or Gadd45g shRNA lentiviruses and cultured in serum-containing medium with or without CHIR for 6 days. d, days. Bar, 100 μM.

**Figure S7. GADD45G overexpression promotes human iPSC differentiation**

(A) Western blot analysis of FLAG in human iPSCs overexpressing FLAG-tagged human GADD45G (PB-GADD45G) or empty vector. β-tubulin was used as a loading control.

(B) AP staining of human iPSCs overexpressing PB or PB-GADD45G and cultured in mTeSR like medium ncTarget for 10 days. Bar, 100 μΜ.

**Figure S8. The apoptosis of PB and PB-GADD45G breast cancer cells**

The Calcein-AM and Propidium Iodide (PI) reagents were used to examine the apoptosis of breast cancer cells overexpressing PB or PB-GADD45G. Bar, 100 μΜ. Calcein-AM was used to stain live cells while PI was used to stain dead cells.

How the deposited data were processed for this re-analysis (not part of the article)

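Sequencing of RNA compared 46C mESCs with the empty vector (PB, n = 2 samples) and with FLAG-tagged Gadd45g (PB-Gadd45g, n = 2 samples), both in serum-containing medium with LIF. The samples were mapped to these groups from the sample labels, which name the control after the FLAG tag, and from Fig. 3A of the paper, which shows 2 columns per group. Library preparation and sequencing on the MGI2000 platform followed the provider's standard protocol. The other experiments of the paper (qRT-PCR, western blots, staining, mouse and breast cancer experiments) were not analysed here.

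The authors deposited the result of their own comparison as one table. The log2 ratio of PB-Gadd45g to PB and the Q value were both computed by the authors before they deposited the table. The paper's text does not name the aligner, genome build, annotation, counting method, normalization or test, so these could not be checked against the data. The genes carry NCBI gene numbers. All 1267 genes of the deposited table have a Q value under 0.05, the adjusted p-value of the authors' test, and no fold change filter is visible, since the smallest absolute log2 fold change is 0.32. The table holds 0 columns with values of single samples. Depth per library, detection limits, the spread between replicates and any test of the fold changes could therefore not be computed, and the authors' log2 fold changes and Q values are reported as theirs. The genes that were tested but not called are not in the table, so a gene that is not listed is not shown to be unchanged.

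From the deposited table, genes were counted by direction with an absolute log2 fold change of at least 1 as the main threshold, after the 2-fold threshold of the paper. The alternatives fixed before the data were examined were an absolute log2 fold change of at least 1.5 or of at least 2 and a Q value under 0.001. The main setting for the list tests, genes changed 2-fold or more, was kept after the outcome with all genes of the table had also been seen, and both are given. Alternatives that need values of samples or of groups (other normalizations, pseudocounts, filters on low values, leaving out replicates) were not run. Counting without a fold threshold, and counting genes with identical values once, were added after the data had been seen. Gene lists taken from the paper, or written from general knowledge before the data were examined, were compared with the other genes of the table by direction (up or down) with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over the lists. Genes are not independent replicates, and such a test describes this table only. The lists of 2-cell-like, interferon-induced and germline genes were written after the extremes of the table had been seen, but before the listed genes were looked up. The genes named in the text are the genes the paper names for these cells, the 5 with the highest and the 5 with the lowest log2 fold change, and genes of these lists. Cphx2 and the members of gene families named in the closing section were chosen after their values were seen.

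Table genes were matched to GENCODE M21 (GRCm38) by NCBI gene number (1231 genes) or by symbol (8 genes), and 28 were not matched. For the 1239 matched genes, the share of all distinct 50-nt stretches of their transcripts that also occur in a transcript of another gene was computed as a measure of how far reads could be shared. The length and GC content are those of the longest transcript. The shRNA and primer sequences of Tables S1 to S3 were matched exactly to the same transcripts. The build the authors used is not known, so coordinates are given only for GENCODE M21 on GRCm38. Differences in median length and GC content were tested with 10000 permutations of the gene labels. The list test was tested on simulated data: of 1000 random lists of 20 genes drawn from the 1267, 3.5% had an unadjusted p-value under 0.05. With each gene drawn from one direction with a chance of 90%, 0% of 1000 lists of 6 mostly upregulated genes and 64.7% of lists of 13 did, against 89% and 99.5% for mostly downregulated genes, so the test finds short upregulated lists poorly. These shares hold for all 1267 genes without adjustment, not for the main setting of genes changed 2-fold or more with adjustment. In the main setting even 11 of 11 upregulated trophoblast genes gave p = 0.0422 (two-sided Fisher's exact test, adjusted p = 0.356). Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.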

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

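Both patterns below were noticed among the extremes of the authors' deposited table, in genes the paper does not discuss. The tests on newly listed genes were written before those genes were looked up, whereas the count of identical values, the test at 2-fold or more, the test without Irgm2 and Tap2, the judgement that 3 of the tests could not decide and the look for values of single samples were chosen after the result was seen.

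The 106 genes with a log2 fold change of at least 4 in the authors' deposited table include 19 members of gene families known from 2-cell-stage embryos and from the small 2-cell-like fraction of mESC cultures. Their log2 fold changes in the authors' deposited table lay between 4.40 and 6.31. Since these 19 genes were picked from those with a log2 fold change of at least 4, their direction was fixed by that choice. They comprise 4 Zscan4 genes, 5 Usp17l genes, 4 Tdpoz genes, Zfp352 and 5 related genes named Gm2016, Gm2022, Gm5662, Gm8300 and Gm8994. Zscan4b had the second smallest Q value of the authors' deposited table, 2.01e-71, although 90.1% of the 50-nt stretches of its transcripts also occur in other genes. Many members of such families are near-identical copies: 9 of the 19 genes share over 50% of their 50-nt stretches with other genes (median 49.6%), while others share less, down to 7.09% for Zfp352 and 19.3% for Usp17la. Of all genes, 36.6% of the matched ones with a log2 fold change of at least 4 shared over 50%, against 3.54% of the other upregulated genes. A candidate explanation is that reads shared between copies spread one increase over many genes. Of 10 further 2-cell-like genes, 6 were listed and all 6 were upregulated (Arg2, Pramef25, Sp110, Tcstv3, Tmem92 and Ubtfl1, log2 fold changes from 2.44 to 4.24 in the authors' deposited table), and 3 of these (Arg2, Tmem92 and Ubtfl1) share under 10% of their 50-nt stretches. The number set to speak against shared reads was 3, but Ubtfl1 is itself among the 106 genes, which leaves 2 outside them, and increases of genes with little shared sequence do not show how reads were divided among the 19 copies. How many copies rose within a family therefore cannot be told apart from shared reads, whereas the increases of Zfp352, Arg2, Tmem92 and Ubtfl1 leave little room for them. Counting genes with identical log2 fold change and Q value once lowered the number of genes with a log2 fold change of at least 4 by 4.72%, but only 1 of the 19 family genes (Tdpoz5) has the values of another gene, and reads shared among copies with different values would go unseen, so this count does not decide whether one increase was counted on several copies. Of the 6 newly listed genes, Tcstv3, Ubtfl1 and Pramef25 (log2 fold changes of 4.24, 4.18 and 4.06) are among the 106 genes where the pattern was noticed. Only Arg2, Sp110 and Tmem92 lie outside them. A broader 2-cell-like state in some PB-Gadd45g cells, with these 6 genes up but only 3 of them new to the pattern, remains as a hypothesis. The direction test could not decide it, since 6 genes, all upregulated, give p = 0.0907 at the lowest against the other genes of the table (two-sided Fisher's exact test, adjusted p = 0.136 over 3 lists). A difference in one sample, or between the 2 cell lines for a reason other than Gadd45g, cannot be told apart from it, because the table has 0 columns with values of single samples.

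Among the largest decreases and the smallest Q values in the authors' deposited table, 11 decreased genes are interferon-induced (Psmb8, Zbp1, Gbp7, Gbp3, Gbp4, Gbp2b, Gbp2, Tgtp1, Oasl2, Irgm1 and Psme2), with log2 fold changes between -5.64 and -1.84. The median share of their 50-nt stretches that also occur in other genes is 2.03%, with Tgtp1 (81.2%) and Psme2 (28.3%) as exceptions. Of 36 further interferon-induced genes, 11 were listed in the authors' deposited table and all 11 were downregulated, with log2 fold changes between -1.89 and -0.60 (two-sided Fisher's exact test of direction against the other genes of the table, p = 1.62e-05, adjusted p = 4.86e-05 over 3 lists). Of these, Irgm2 and Tap2 decreased more than Psme2, the least decreased of the first 11, and without them 9 of 9 were downregulated (two-sided Fisher's exact test, p = 0.000119). The genes left out were chosen by fold change only. Irf1 (Q value 1.75e-17) and Psmb10 (Q value 4.1e-11) stay among the 9, although most of the first 11 have larger Q values. That test therefore does not set aside genes that stand out by Q value. With only genes changed 2-fold or more, 9 of 9 were downregulated (two-sided Fisher's exact test, p = 6.00e-06). Interferon-induced genes outside the lists named here were not counted, so increases among them are not excluded. A lower interferon response in PB-Gadd45g cells, or a higher one in the PB control, is a candidate explanation. The table has 0 columns with values of single samples, so a difference confined to one sample or one cell line cannot be told apart from an effect of Gadd45g.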

How the results depend on the processing

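The choices varied were the thresholds on the authors' fold changes and Q values. Alternatives that need values of samples or groups were not run: filters on low values, fold changes recomputed with a pseudocount, another count model, leaving out each replicate, and centring on the median of all genes, since the table holds only called genes. No paired analysis was possible because the table holds the authors' comparison of the groups and no column of a single sample.

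The number of upregulated genes was 471 at 2-fold or more. It was 329 at an absolute log2 fold change of at least 1.5, 241 at one of at least 2, and 264 at 2-fold or more with a Q value under 0.001. The number of downregulated genes was 172 at 2-fold or more, 88 at an absolute log2 fold change of at least 1.5, 38 at one of at least 2, and 90 with a Q value under 0.001. Without a fold threshold, a setting chosen after seeing the data, the numbers were 799 and 468. Upregulated genes outnumbered downregulated genes under each of these settings. Counting genes with identical values once gave 466 and 172.

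Of the 12 MAPK candidates, 7 were upregulated 2-fold or more. Under settings added after the data had been seen, the number was 4 at a log2 fold change of at least 2, 4 with a Q value under 0.001, and 12 without a fold threshold.

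Among genes changed 2-fold or more, none of the 10 lists tested from the paper or from general knowledge passed after adjustment (the 3 lists written after the extremes had been seen are not among them), but upregulated genes are the majority there and the lists hold at most 11 genes: 7 of the 10 were wholly upregulated, and even 11 of 11 gave p = 0.0422 (two-sided Fisher's exact test) before adjustment, so no list of these sizes could pass in that direction. The plan could be read as comparing a list either with the genes changed 2-fold or more or with all genes of the table, and the first reading was kept as the main one after both outcomes had been seen. Without a fold threshold 3 of the 12 such lists with genes in the table passed: glycolysis and hypoxia genes (adjusted p = 0.00675, two-sided Fisher's exact test), trophoblast genes (adjusted p = 0.0178) and the MAPK candidates (adjusted p = 0.0206), the last of which the paper selected for being upregulated. The direction of the ERK output and feedback genes against the other genes was reversed at an absolute log2 fold change of at least 2 and without a fold threshold (two-sided Fisher's exact test, adjusted p = 1 in both). This reversal rests on few genes. The list held 1 up and 1 down at 2-fold or more, and 1 up and 0 down at an absolute log2 fold change of at least 2. Without a fold threshold it held 4 up and 2 down. Of the other 28 comparisons of a result with an alternative, 3 are counts that stayed within 1.5 times the main count. The other 25 are list tests that stayed above the threshold with the same direction, which shows no stability, since lists this short had little or no room to pass in the direction they showed. These comparisons cover lists with at least 2 genes changed 2-fold or more. The glycolysis and hypoxia list and the p53 target list gave no value at an absolute log2 fold change of at least 2, because none of their genes was left. For the MAPK candidates, and for Gadd45g in the Gadd45 family, the direction was also fixed by how the genes were chosen. Gadd45b, the other listed family member, was free to go either way.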

Differences from the paper's values

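The paper reports 799 upregulated and 468 downregulated genes by 2-fold or greater. The authors' deposited table holds 471 upregulated and 172 downregulated genes with a change of 2-fold or more. None of the alternatives set before the data were examined closed the gap, and none could have, since each is stricter than the main setting: at an absolute log2 fold change of at least 1.5 the numbers were 329 and 88, at one of at least 2 they were 241 and 38, and with a Q value under 0.001 they were 264 and 90. Counting every gene of the table whatever its fold change, a setting chosen after seeing the values, gave the paper's 799 and 468. Counting genes with identical values once, also chosen after seeing the values, gave 466 and 172.

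The paper calls all 12 MAPK candidates upregulated, and all 12 have a positive log2 fold change in the authors' deposited table, but 5 of them (Pdgfa, Erbb2, Epha2, Braf and Fgfr1) changed by less than 2-fold there.

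From qRT-PCR of the same cells, the paper's text finds the ectoderm markers Otx2 and Fgf5 largely unchanged, while its Fig. 2A marks both as lower. In the authors' deposited table both were downregulated, Otx2 with a log2 fold change of -2.00 (Q value 1.15e-22) and Fgf5 with -2.73 (Q value 0.000162). The paper also reports by qRT-PCR lower Esrrb, Nanog, Oct4 (Pou5f1), Klf4 and Cdh1, higher Sox17, Gata4, Gata6, Cdx2 and Elf5, and higher Zeb1, Zeb2, Snail2 (Snai2), Twist1, Mmp9 and Cdh2. None of these is in the authors' deposited table, which lists genes with a Q value under 0.05, and their fold changes in the sequencing are not known from it.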

Other observations

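The tests on Cphx1 and on ERK output genes, the comparisons within parts of the GC range and without chromosome 4, 11 or both, the list tests without a fold threshold, and the judgement that the ERK and germline lists were too short to decide were chosen after the result was seen. The comparisons of single markers with the qRT-PCR, of Q values and of shRNA sites were also made after the values were seen and involve no test.

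A pair of markers that the paper measured by qRT-PCR went the same way in the authors' deposited table: Foxa2 with a log2 fold change of 4.16 (Q value 9.56e-05) and Snail1 (Snai1) with 1.54 (Q value 0.00336).

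Of 24 trophoblast genes, 13 were in the authors' deposited table and all 13 were upregulated, among them Hand1 with a log2 fold change of 4.64, Gata3 with 3.30 and Gata2 with 2.44. Without a fold threshold their direction differed from that of the other genes (two-sided Fisher's exact test, adjusted p = 0.0178), and with 11 of 11 genes upregulated among those changed 2-fold or more it did not after adjustment (two-sided Fisher's exact test, p = 0.0422, adjusted p = 0.356; adjusted p from 0.0178 to 1 over the settings run). Of 20 primitive endoderm genes, 8 were in the authors' deposited table and all 8 were upregulated, including Sox7 with a log2 fold change of 2.92 (two-sided Fisher's exact test without a fold threshold, adjusted p = 0.0889, from 0.0889 to 1 over the settings run, where 8 genes all upregulated could give no lower p than the unadjusted 0.0296). Of 32 glycolysis and hypoxia genes, 11 were downregulated and 2, P4ha1 and P4ha2, upregulated in the authors' deposited table (two-sided Fisher's exact test without a fold threshold, adjusted p = 0.00675, from 0.00675 to 1 over the settings run). Only 1 of these 11 decreases reached 2-fold, that of Bnip3 with a log2 fold change of -1.14. Of 19 naive pluripotency genes, 5 were in the authors' deposited table, all under 2-fold: Gbx2 (log2 fold change 0.86), Klf5 (0.84), Pecam1 (0.83) and Tet2 (0.55) were upregulated and Fgf4 (-0.64) downregulated, which is not the direction of a loss of naive pluripotency for 4 of the 5 (two-sided Fisher's exact test without a fold threshold, adjusted p = 0.876). Of 20 p53 targets 4 were listed, all upregulated (two-sided Fisher's exact test without a fold threshold, adjusted p = 0.606, from 0.606 to 1 over the settings run), and of 20 G2/M genes 1 was listed, downregulated.

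If higher phosphorylation of ERK raised the transcripts of ERK output and feedback genes, the listed members would be mostly upregulated. Of 22 such genes, 6 were in the authors' deposited table. Phlda1 (log2 fold change 2.90), Etv4 (0.70), Spry4 (0.51) and Spry2 (0.47) were upregulated, and Ccnd1 (-1.20) and Il17rd (-0.68) downregulated. Their direction did not differ from that of the other genes (two-sided Fisher's exact test, p = 1). However, even 6 listed genes, all upregulated, would have given p = 0.0907 in the two-sided Fisher's exact test. A wholly upregulated list needs at least 8 genes for a p-value under 0.05. With only 6 of the 22 genes listed, the test could not decide in favor of higher output. For a list of 20 germline genes silenced by DNA methylation, the authors' deposited table held 4, all upregulated (Asz1, Dazl, Stk31 and Taf7l). With p = 0.303 from the two-sided Fisher's exact test, and too few genes to pass, a loss of DNA methylation was neither shown nor excluded.

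More genes were upregulated than downregulated, 63.1% of the 1267. Median transcript length did not differ between upregulated and downregulated genes (3444 against 3482.5 nt, permutation test, p = 0.769). GC content did, with medians of 49.7% and 51.1% (permutation test, p = 0.0032). A GC bias may contribute, but upregulated genes were also the majority within each of 3 equal groups of genes ordered by GC content, with 69.2% in the lowest, 59.3% in the middle and 58.1% in the highest. Among genes changed by less than 2-fold, upregulated genes made up 72.7% of 44 genes on chromosome 4 and 36.2% of 69 genes on chromosome 11, the only 2 of 20 chromosomes to pass after adjustment (two-sided Fisher's exact test, adjusted p = 0.0488 for both). A gain or loss of chromosome material in one of the lines could shift the genes of these chromosomes. These chromosomes lean in opposite directions: 62.5% of the genes were upregulated without chromosome 4, 64.8% without chromosome 11 and 64.3% without both. Of the 1267 genes, 1193 were left without chromosome 4 and 1149 without chromosome 11. Most of the excess would therefore have remained without either one, whatever the direction of its genes. The shares show only that neither chromosome holds enough genes to account for most of the excess. No biological explanation of it was tested.

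Cphx1 and Cphx2 moved in opposite directions in the authors' deposited table, with log2 fold changes of -8.33 and 6.76. Of the 50-nt stretches of the Cphx1 transcripts, 79.5% also occur in Cphx2. A candidate explanation is that reads of near-identical copies were assigned to one copy in one group and to the other copy in the other group. The read assignment itself could not be examined.

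The 3 genes the paper follows up after knockdown differ in how firmly the sequencing called them. In the authors' deposited table the Q value was 0.0404 for Csf1r, 0.0193 for Igf2 and 0.000239 for Fgfr3. Of the 106 genes with a log2 fold change of at least 4 in the authors' deposited table, only 5, Csf1r included, had a Q value of at least 0.0404. The paper's case for these 3 genes does not rest on the sequencing alone. It also measured the MAPK candidates by qRT-PCR in separate experiments. There it reports these 3 as lower in both Gadd45g shRNA lines and higher after a short Dox treatment of i-Gadd45g mESCs.

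The paper draws on 2 shRNAs per Gadd45 gene. The 2 listed for Gadd45g share 20 of their 21 nt and are offset by 1 nt. If the sequences are printed as they were used, effects seen with both do not come from separate target sites. A misprint in the list could not be excluded.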
